A study of Homo sapiens with 24 samples. Its data were reported in "TAZ-CAMTA1 and YAP-TFE3 alter the TAZ/YAP transcriptome by recruiting the ATAC histone acetyltransferase complex" (2021).

How the data were processed

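Poly(A) RNA was profiled by paired-end, strand-specific sequencing in SW872 cells, an established human liposarcoma cell line. The cells were stably transduced with an empty retroviral vector or with a vector for 1 of 6 proteins. The 24 libraries fell into 8 groups of 3, and each library took its group and its replicate number from its GEO title. Per the labels, cells were collected 48 h after confluence, except the CAMTA1 libraries and an empty vector set titled sub-confluent, here called EVsub.

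The deposited values were whole-number counts per Ensembl gene, 1 table per library, which the authors made after aligning reads to hg38 (GRCh38) with Hisat2 inside the bcbio-nextgen workflow. The tool that made these counts, its use of strand and its handling of reads with several alignments were not stated. Replicates were not pooled and the counts were not normalized. The authors ran their own tests with DESeq2 on salmon estimates summed by tximport, so the counts tested here came from a different quantification. Each table listed 60279 genes, of which 56104 had an identifier in GENCODE release 44 for GRCh38, which gave symbols, coordinates, exon GC content and exon length. Genes that overlap another gene, or that have near-identical copies, were treated as uncertain, because the counting rule was not stated.

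Totals per library ranged from 19700277 to 35287476 counts. Intervals on shares of genes are 95% Wilson intervals. Intervals and count floors cover counting error only. No molecular identifiers were described, so copies made during amplification could not be told apart. A group whose 3 libraries all held at most 3 counts of a gene was treated as at the floor, and a fold against it was computed against 3 counts and given as a lower bound.

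Counts were tested with the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3. All 24 libraries were fitted together with 1 mean per group, after scaling by trimmed mean of M-values (TMM). The 19997 genes with a mean of at least 5 counts entered the tests, and a gene was called changed at a Benjamini-Hochberg adjusted p-value under 0.05. The study used DESeq2, which was run here as an alternative (version 1.42.0). Standard errors of log2 fold changes were computed from the fold change and its F statistic. CPM denotes the CPM values of edgeR, a gene's count relative to the TMM-scaled library size, given as mean ± SD over the 3 libraries of a group. An exact permutation test of 3 libraries against 3 cannot give a p-value under 0.1, so single genes are reported with the edgeR test, which shares information across genes. Profiles were compared by Euclidean distance and principal components on log2 CPM (prior count 2) of the 500 most variable genes.

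Comparisons were TAZ-CAMTA1, TAZ4SA, YAP-TFE3, YAP5SA and TFE3 against confluent empty vector, CAMTA1 against EVsub, EVsub against confluent empty vector, each fusion against its hyperactive parent, and the fusions against each other. Overlaps of called genes were tested with the upper tail of the hypergeometric distribution over the 19997 genes. Gene lists for YAP/TAZ targets (22 genes), lysosomal targets of TFE3 (38 genes) and subunits of the ATAC histone acetyltransferase complex (13 genes), were tested with camera in limma 3.58.1 at an inter-gene correlation of 0.01, adjusted over 21 tests. The groups, designs, gene lists and most alternatives were fixed before the data were examined.

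Genes were named by a rule fixed in advance. It took the 4 genes behind the constructs, 5 of the genes that the study followed by quantitative PCR in these cells, and for each comparison up to 3 risen and 3 fallen genes. The latter had the largest absolute log2 fold change among called genes with a gene symbol, a mean of at least 100 counts over the libraries compared and no overlap between replicates. Fewer were printed, in order of rank, and 1 gene that the rule picked is not reported here.

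Replicate numbers 1 to 3 recur in each group, in the titles. Whether they pair libraries was checked with the correlation of deviations from the group means between libraries with the same number. The mean correlation per comparison lay between -0.0257 and 0.129, and every test was also run with the replicate number as a block. Further alternatives were other filters on low counts, DESeq2 size factors, total-count scaling, a test against an absolute log2 change of 1, fits on the groups compared only, counts thinned to the smallest library, and fits without each of the 24 libraries. Offsets for exon GC content and length (lowess span 0.3), those offsets with the replicate block, the TFE3 libraries as control of the fusions, and shares without a filter beyond 1 count were added after seeing the data. GC content and length were known for 98.0% of tested genes.

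Scripts were tested on simulated counts with the EV means for every group and the real library sizes. Of 196 simulated changed genes among 19290 tested, 78.6% were called, 3.14% of calls were false, and the slope of estimated on true log2 changes was 0.993. A comparison with no simulated change gave 0 calls among 19290 genes. The simulation changed few genes and held no GC-related difference between libraries. Its rates therefore do not speak for real comparisons, which called up to 53.7% of tested genes. Each pair of replicates was compared by chi-square over genes with at least 10 counts. The 24 pairs gave 3.08 to 63.5 per degree of freedom, so no pair agreed within sampling noise and each library counted as 1 replicate. The highest values, 63.5 and 50.1, came from the pairs with YAP-TFE3 replicate 3, and the highest value elsewhere was 23.2. That library therefore stood apart from its group.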

Results

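Gene expression was measured in SW872 liposarcoma cells that stably carried empty vector (EV), the fusion proteins TAZ-CAMTA1 or YAP-TFE3, or the proteins from which these derive. TAZ and YAP are transcriptional coactivators restrained by the Hippo kinase pathway, and TAZ4SA and YAP5SA are forms that its kinases cannot phosphorylate at the substituted serines. CAMTA1 and TFE3 are the transcription factors that supply the C-terminal parts of the fusions. Each of the 8 groups held 3 libraries. The total per library ranged from 19700277 to 35287476 counts. It lay between 19700277 and 26984451 in EV, and between 30331854 and 35287476 in YAP-TFE3, the group with the highest mean. Mitochondrial genes took 3.20% to 6.36% of the counts of a library, and the 10 largest genes took 5.22% to 8.12%.

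The genes behind the constructs were examined first, since transduced cDNA can be counted on the endogenous gene. CAMTA1 (ENSG00000171735, chromosome 1, 6785454 to 7769706, plus strand) was counted at 144 ± 7.14 CPM in TAZ-CAMTA1 cells and 21.4 ± 2.05 CPM in EV (SD, n = 3; log2 fold change 2.75, SE 0.09, edgeR adjusted p = 2.33e-16). In the CAMTA1 libraries it reached 124 ± 8.09 CPM against 22.9 ± 1.23 CPM in EVsub (log2 fold change 2.43, SE 0.09, edgeR adjusted p = 2.98e-15). YAP1 (ENSG00000137693, chromosome 11, 102110447 to 102233424, plus strand) stood at 253 ± 4.99 CPM in YAP5SA and 128 ± 12.5 CPM in EV (log2 fold change 0.99, SE 0.10, edgeR adjusted p = 1.71e-08). In YAP-TFE3 cells YAP1 reached 153 ± 16.0 CPM (log2 fold change 0.26, SE 0.10, edgeR adjusted p = 0.0341), a call that was lost under total-count scaling and in 4 of 6 fits without a library. YAP1 was as high without a YAP construct, at 168 ± 11.4 CPM in TAZ-CAMTA1, 170 ± 9.73 CPM in CAMTA1 and 154 ± 18.6 CPM in EVsub, so its level does not mark the YAP-TFE3 construct. TFE3 (ENSG00000068323, chromosome X, 49028726 to 49043410, minus strand) rose to 336 ± 19.3 CPM in TFE3 cells and 283 ± 49.6 CPM in YAP-TFE3 cells from 119 ± 10.1 CPM in EV, with log2 fold changes of 1.49 and 1.25 (SE 0.10 each, edgeR adjusted p = 8.31e-09 and 7.23e-10). With the replicate block these log2 fold changes were 1.49 and 1.24, and same-numbered libraries deviated together with a mean correlation of -0.0257 for TFE3 and 0.116 for YAP-TFE3.

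WWTR1, the gene of TAZ (ENSG00000018408, chromosome 3, 149517235 to 149736714, minus strand), went against the label. It was counted at 134 ± 0.539 CPM in the libraries labelled TAZ4SA and 204 ± 20.3 CPM in EV (log2 fold change -0.60, SE 0.08, edgeR adjusted p = 9.77e-07). In TAZ-CAMTA1 cells it stood at 181 ± 2.15 CPM, a difference from EV that did not pass the threshold (log2 fold change -0.17, SE 0.08, edgeR adjusted p = 0.236). Its lowest level, 68.7 ± 1.66 CPM, was in YAP5SA (log2 fold change -1.57, SE 0.08, edgeR adjusted p = 1.70e-13). The TAZ4SA label is therefore used below as given, and was not borne out by the counts of its own gene. WWTR1 was not raised in TAZ-CAMTA1 cells either, where CAMTA1 counts were. The lack of a WWTR1 rise therefore does not by itself speak against a construct. The paper reports Flag-tagged TAZ4SA protein in SW872 cells by western blot. The YAP/TAZ target list, treated below, rose as in YAP5SA, by a median log2 fold change of 1.41 in each. TFE3 counts were also higher in the libraries labelled TAZ4SA and in YAP5SA than in EV, at log2 fold changes of 0.54 and 0.64.

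**Figure D1:**
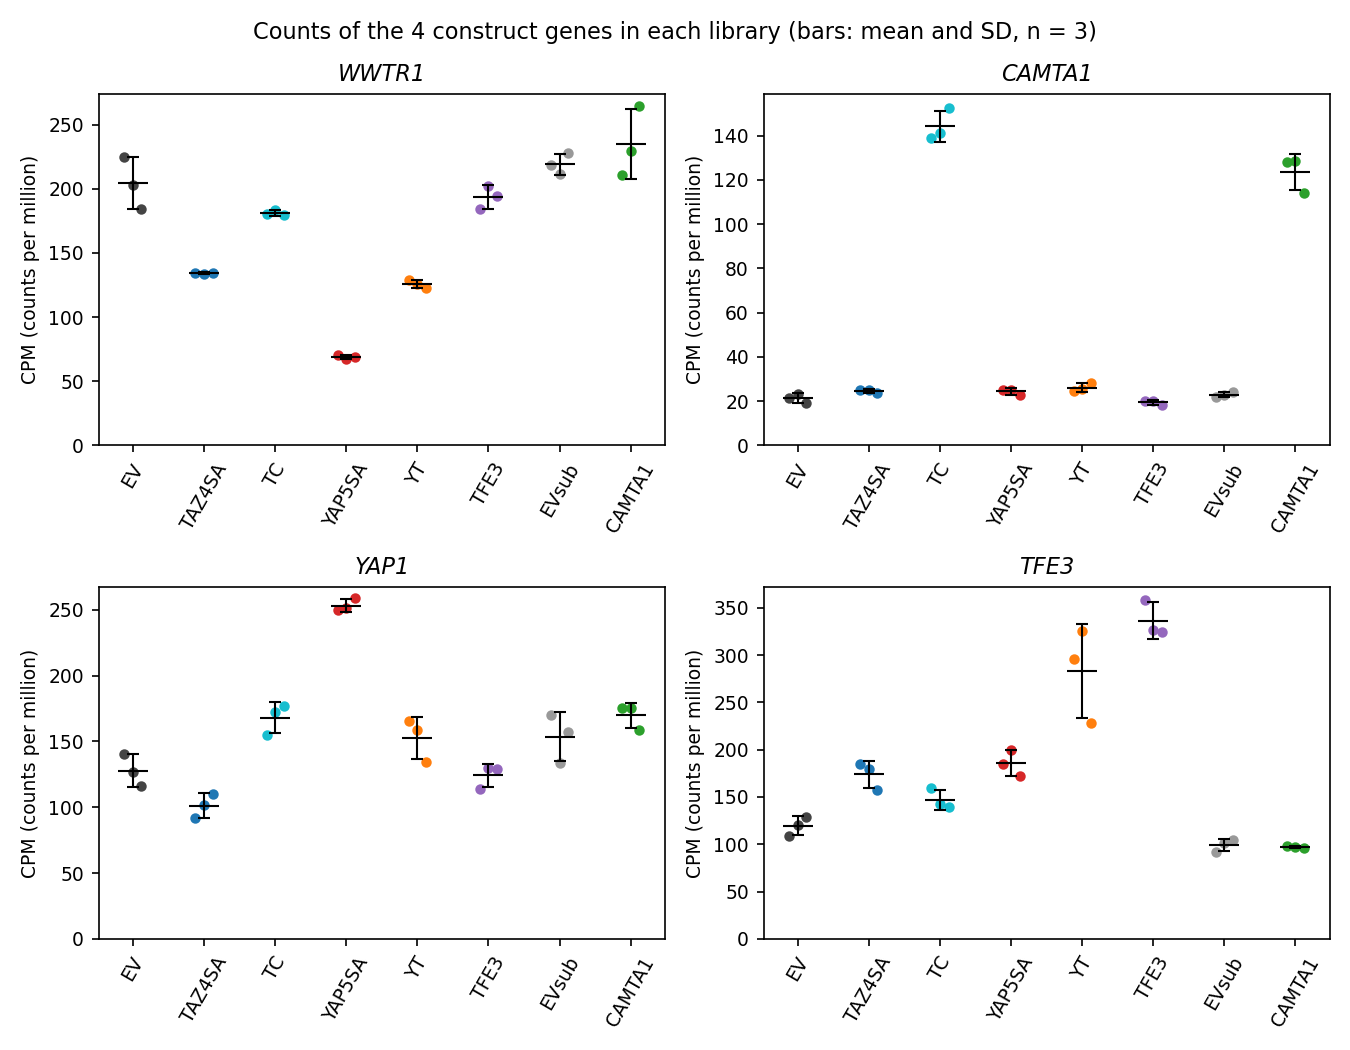
CPM of WWTR1, CAMTA1, YAP1 and TFE3 in each library (points) by group, with bars for the mean and SD of 3 libraries. WWTR1 is lower in the libraries labelled TAZ4SA (134 CPM) than in EV (204 CPM), while CAMTA1 is raised in TAZ-CAMTA1 (144 CPM) and CAMTA1 (124 CPM).

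The study asked whether each fusion has the transcriptome of its parent, so the profiles were compared next. The first principal component held 54.2% of the variance and placed YAP5SA and the libraries labelled TAZ4SA at one end, between 45.8 and 49.8. The second held 30.01% and set YAP-TFE3 apart, between 52.0 and 56.3, while the libraries of other groups lay between -19.2 and 3.83. The mean distance between libraries of a group ranged from 13.5 to 17.6 log2 units. TAZ-CAMTA1 lay 25.1 ± 0.760 from EV, 73.2 ± 1.01 from the libraries labelled TAZ4SA and 63.1 ± 2.85 from YAP-TFE3 (SD over 9 pairs). YAP-TFE3 lay 71.1 ± 2.78 from EV and 78.8 ± 2.62 from YAP5SA. The libraries labelled TAZ4SA lay 26.4 ± 2.06 from YAP5SA. TFE3 lay 15.0 ± 1.90 from EV, within the range of distances inside groups. The distance of TAZ-CAMTA1 to EV over that to the libraries labelled TAZ4SA was 0.342 ± 0.00825 (SD, n = 3), and it moved most, to 0.494, when all tested genes were used.

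**Figure D2:**
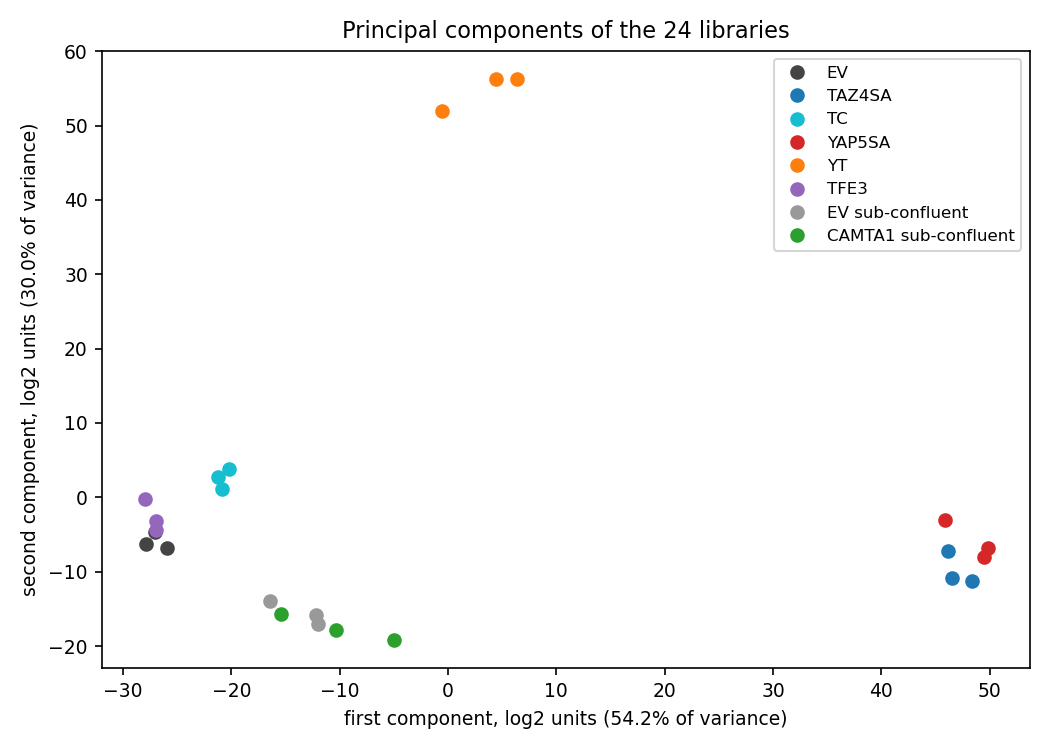
The 24 libraries on the first and second principal components of log2 CPM, in log2 units, coloured by group. YAP5SA and the libraries labelled TAZ4SA sit together at the right, YAP-TFE3 sits alone at the top, and TFE3 lies beside EV.

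TAZ-CAMTA1 changed 996 genes against EV, 709 higher and 287 lower, and 29.2% of them by at least 2-fold. With the replicate block 1105 genes were called, and same-numbered libraries had a mean correlation of 0.0359. The alternative that moved the count most was the test against an absolute log2 change of 1, which called 49 genes. The risen gene with the largest change was FBLN5 (ENSG00000140092, chromosome 14, 91869411 to 91947987, minus strand), at 21.8 ± 1.64 CPM against 0.941 ± 0.282 CPM (log2 fold change 4.56, SE 0.23, edgeR adjusted p = 1.46e-12). CRYAB (ENSG00000109846, chromosome 11, 111908564 to 111923722, minus strand) followed at 65.3 ± 6.90 CPM against 4.43 ± 0.962 CPM (log2 fold change 3.87, SE 0.24, edgeR adjusted p = 6.98e-11), and it overlaps 3 annotated genes on the opposite strand, so its counts are uncertain. The fallen gene with the largest change was TYRP1 (ENSG00000107165, chromosome 9, 12685439 to 12710285, plus strand), which overlaps 1 gene on the opposite strand, at 2.0 ± 0.342 CPM against 7.0 ± 0.165 CPM (log2 fold change -1.80, SE 0.12, edgeR adjusted p = 2.28e-10).

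The libraries labelled TAZ4SA differed from EV in 9848 genes, or 49.2% of those tested, 5013 higher and 4835 lower. The block gave 9884 genes, with a mean correlation of -0.0151 between same-numbered libraries. Scaling by total counts called 3355 higher and 7317 lower, and moved the median log2 change of all genes by -0.198, so the direction of changes smaller than this depends on the scaling. NPPB (ENSG00000120937, chromosome 1, 11857464 to 11858945, minus strand) showed the largest rise, to 173 ± 22.5 CPM from 0.0968 ± 0.0842 CPM (log2 fold change 10.62, SE 0.42, edgeR adjusted p = 2.83e-15), with 0 to 4 counts per EV library. POSTN (ENSG00000133110, chromosome 13, 37562583 to 37598844, minus strand) showed the largest fall, to 0.394 ± 0.117 CPM from 19.3 ± 3.62 CPM (log2 fold change -5.61, SE 0.40, edgeR adjusted p = 4.43e-11). These directions belong to libraries in which WWTR1 was lower than in EV.

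CAMTA1 was compared with EVsub because both were collected sub-confluent. It changed 366 genes, 252 higher and 114 lower. Total-count scaling gave 222 higher and 169 lower. The block gave 425 genes, with a mean correlation of 0.0486. NEFL (ENSG00000277586, chromosome 8, 24950955 to 24956721, minus strand) rose to 15.4 ± 1.83 CPM from 0.414 ± 0.215 CPM (log2 fold change 5.19, SE 0.38, edgeR adjusted p = 1.33e-09), and it overlaps 1 gene on the opposite strand. With confluent EV in place of EVsub the count was 8696 genes. EVsub and EV, which the titles set apart by density, differed in 7368 genes, 3956 higher and 3412 lower, against 7509 with the block at a mean correlation of 0.0754. Total-count scaling gave 3106 higher and 4289 lower there. ANKRD1 (ENSG00000148677, chromosome 10, 90912096 to 90921087, minus strand) was the second risen gene by size, at 18.8 ± 5.42 CPM against 1.08 ± 0.437 CPM (log2 fold change 4.08, SE 0.39, edgeR adjusted p = 2.40e-07). The first was PSG4 (log2 fold change 4.09), a member of a family of near-identical genes, so its counts are uncertain.

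YAP-TFE3 changed 9644 genes, 5125 higher and 4519 lower, and 9678 with the block at a mean correlation of 0.116. A fit on YAP-TFE3 and EV alone called 8181 genes. Without YAP-TFE3 replicate 3, which stood apart from its group, the fit of the remaining libraries called 9954. Total-count scaling turned the balance to 4321 higher and 5536 lower, with a shift of the median gene by -0.0851. TAGAP (ENSG00000164691, chromosome 6, 159034468 to 159045152, minus strand) was counted at 11.3 ± 2.63 CPM and had 0 counts in each EV library, at least 93.3-fold higher. It overlaps 1 annotated gene on each strand, so its counts are uncertain. DHRS9 (ENSG00000073737, chromosome 2, 169064789 to 169096167, plus strand) also had 0 counts in each EV library and was at least 58.9-fold higher, at 7.14 ± 1.36 CPM. NPTX1 (ENSG00000171246, chromosome 17, 80466834 to 80477843, minus strand) fell to 3.49 ± 0.961 CPM from 95.6 ± 10.7 CPM (log2 fold change -4.78, SE 0.27, edgeR adjusted p = 8.73e-13). YAP5SA changed 8859 genes, 4534 higher and 4325 lower, and 8961 with the block at a mean correlation of 0.0221. Total-count scaling called 3134 higher and 6842 lower in YAP5SA, with a shift of the median gene by -0.185. As in the libraries labelled TAZ4SA, NPPB showed the largest rise (log2 fold change 11.44, SE 0.41, edgeR adjusted p = 5.44e-16). BMX (ENSG00000102010, chromosome X, 15464246 to 15556529, plus strand), which overlaps 2 genes on the opposite strand, showed the largest fall (log2 fold change -4.98, SE 0.36, edgeR adjusted p = 7.11e-11).

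TFE3 changed 7 genes, all higher, and 757 genes had an unadjusted p under 0.05. The block gave 5 genes at a mean correlation of -0.0257. Besides TFE3 itself these were RENBP, SLC9A3, RRAGD, GPNMB, CLCN5 and NMRK2. GPNMB, CLCN5 and NMRK2 lie outside the naming rule and were named after their values were seen. All 7 were also higher in YAP-TFE3. RENBP (ENSG00000102032, chromosome X, 153935269 to 153944687, minus strand) stood at 13.8 ± 4.14 CPM against 5.70 ± 1.21 CPM (log2 fold change 1.29, SE 0.19, edgeR adjusted p = 0.00682). RRAGD (ENSG00000025039, chromosome 6, 89364616 to 89412273, minus strand) stood at 8.27 ± 2.70 CPM against 3.60 ± 0.842 CPM (log2 fold change 1.21, SE 0.20, edgeR adjusted p = 0.0143). Apart from TFE3, SLC9A3 (ENSG00000066230, chromosome 5, 470456 to 524449, minus strand) had the largest log2 fold change under the rule, 1.35 (SE 0.22, edgeR adjusted p = 0.0143). SLC9A3 overlaps 4 other genes, 1 on its own strand and 3 on the other. NMRK2 had at most 2 counts per EV library and was at least 5.13-fold higher. The calls of RENBP, RRAGD and SLC9A3 were lost in 3 fits each when a library was left out.

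**Figure D3:**
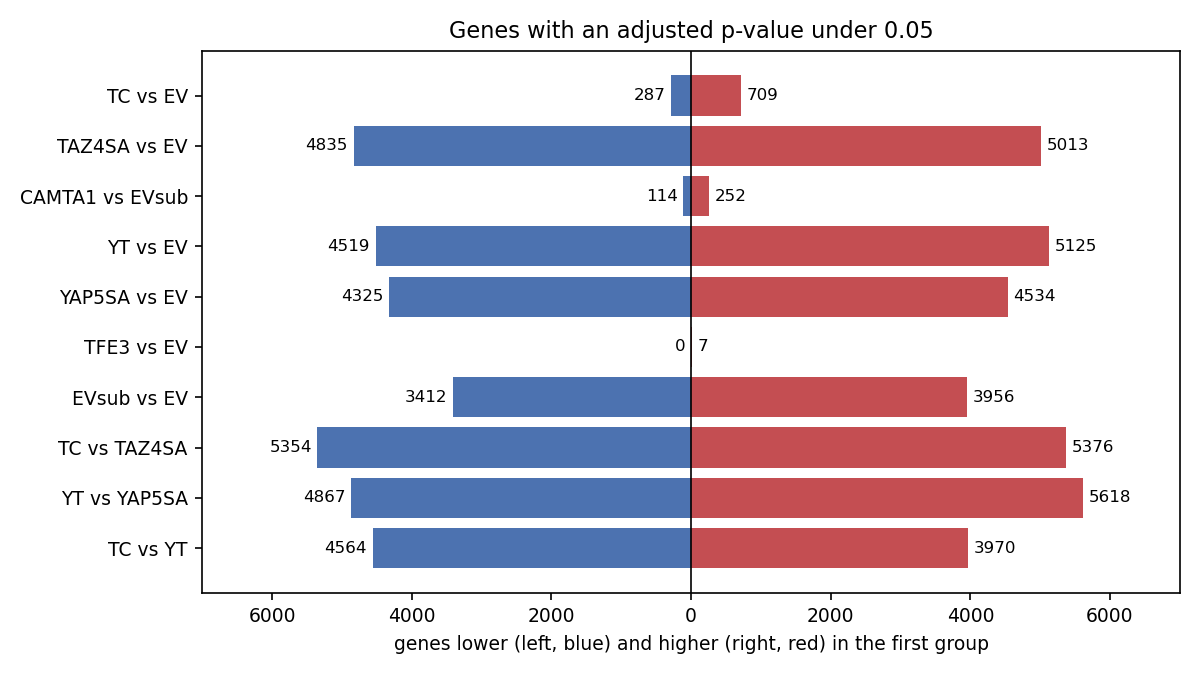
Number of genes with an adjusted p-value under 0.05 in each comparison, higher in the first group to the right and lower to the left. TFE3 changed 7 genes and CAMTA1 366, against 9848 for the libraries labelled TAZ4SA.

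The overlap of each fusion with its parents was then measured. Of the 996 TAZ-CAMTA1 genes, 699 (70.2%, 95% CI 67.3 to 72.9) were also changed in the libraries labelled TAZ4SA, against 49.2% of all tested genes (log10 of the hypergeometric p = -42.3). The alternative that moved this share most was the test against a log2 change of 1, at 42.9%. The block gave 69.7%, with mean correlations of 0.0359 and -0.0151 for the comparisons involved. In CAMTA1, 68 genes (6.83%, 95% CI 5.42 to 8.57) were changed, against 1.83% of tested genes (log10 p = -20.6). The remaining 282 genes (28.3%, 95% CI 25.6 to 31.2) were changed in neither, and 241 of these (85.5%) differed between TAZ-CAMTA1 and the libraries labelled TAZ4SA in the direct test. Direction was shared less often than the calls. Among the 699 genes, 444 (63.5%, 95% CI 59.9 to 67.0) moved the same way, 155 were higher in TAZ-CAMTA1 and lower in the libraries labelled TAZ4SA, and 100 were the reverse. Hypergeometric tests treat genes as independent, and both comparisons share the EV libraries.

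Of the 9644 YAP-TFE3 genes, 5106 (52.9%, 95% CI 51.9 to 53.9) were changed in YAP5SA, against 44.3% of tested genes (log10 of the hypergeometric p = -125). The block gave 53.7%, with mean correlations of 0.116 and 0.0221. In TFE3 7 genes (0.0726%, 95% CI 0.0352 to 0.150) were shared (log10 p = -2.22). These were all the genes called in TFE3, so the share could not be larger and reflects the few calls there. TFE3 itself, carried whole or in part by both constructs, was among them, so its overlap was built in. Another 4534 genes (47.0%) were changed in neither, and 3507 of these (77.3%) differed between YAP-TFE3 and YAP5SA in the direct test. Among the 5106 shared genes, 4006 (78.5%, 95% CI 77.3 to 79.6) moved the same way.

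**Figure D4:**
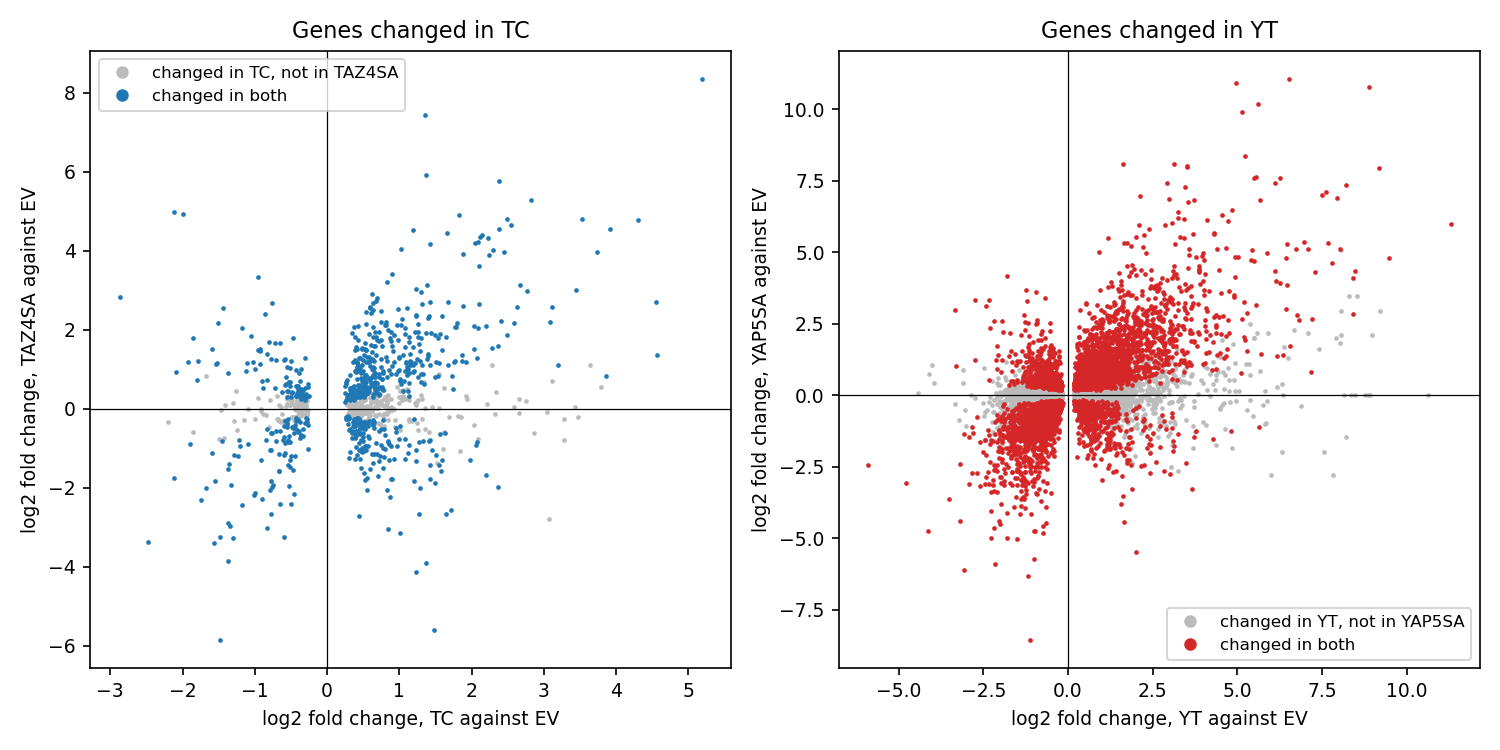
Log2 fold changes against EV of genes called in TAZ-CAMTA1 (left) and YAP-TFE3 (right), with the fusion on the x axis and the hyperactive form on the y axis, coloured where both were called. Of the genes called in both, 63.5% on the left and 78.5% on the right lie in quadrants of equal direction.

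Each fusion was also tested against its parent directly. TAZ-CAMTA1 and the libraries labelled TAZ4SA differed in 10730 genes, 5376 higher and 5354 lower in the fusion, and total-count scaling gave 7486 higher and 3695 lower with a shift of 0.198. The block gave 10794 at a mean correlation of 0.129. POSTN was the risen gene with the largest difference (log2 fold change 7.09, SE 0.39, edgeR adjusted p = 5.49e-13). KCND3 (ENSG00000171385, chromosome 1, 111770662 to 111989668, minus strand), which overlaps 1 gene on its own strand and 2 on the other, so that its counts are uncertain, was the fallen one (log2 fold change -8.65, SE 0.35, edgeR adjusted p = 4.49e-15). YAP-TFE3 and YAP5SA differed in 10485 genes, 5618 higher and 4867 lower in the fusion, and in 10516 with the block at a mean correlation of -0.0128. Total-count scaling gave 6562 higher and 4043 lower there. NPPB, with at most 1 count per YAP-TFE3 library, was at least 3277-fold lower there. The fusions differed from each other in 8534 genes, 3970 higher and 4564 lower in TAZ-CAMTA1. Total-count scaling gave 5094 higher and 3763 lower. The block gave 8652 at a mean correlation of -0.0110. NPTX1 was the gene with the largest rise in TAZ-CAMTA1 over YAP-TFE3 (log2 fold change 3.45, SE 0.26, edgeR adjusted p = 2.77e-10).

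The YAP/TAZ target list was raised against the control by camera in TAZ-CAMTA1 (median log2 fold change 0.35, 19 of 22 genes higher, adjusted p = 2.11e-28), the libraries labelled TAZ4SA (1.41, 21 higher, 3.24e-33), YAP5SA (1.41, 21 higher, 7.60e-34) and YAP-TFE3 (0.73, 20 higher, 5.84e-10). It was also raised in CAMTA1 (0.26, 17 higher, 1.07e-06) and in EVsub against EV (0.70, 19 higher, 1.90e-14), and it did not pass the threshold in TFE3 (-0.07, 7 higher, 0.173), except in 2 of 6 fits without a library. In TAZ-CAMTA1 9 of its genes were called over all genes tested and 13 when adjusted over the list alone. In YAP-TFE3 these counts were both 18 (16 higher and 2 lower over all genes tested), in CAMTA1 4 and 6, and in YAP5SA 19 and 21. The list of lysosomal TFE3 targets was higher in YAP-TFE3 (1.04, 38 of 38 genes higher, adjusted p = 1.22e-28; 36 called, 37 over the list alone) and in TFE3 (0.20, 37 of 38 higher, adjusted p = 2.41e-21; 2 called, 8 over the list alone). It was lower in CAMTA1 (-0.14, 34 of 38 genes lower, adjusted p = 0.000200). The list of ATAC subunits passed the threshold in no comparison, and the smallest adjusted p was 0.0591, in YAP-TFE3, where it passed in 2 of 6 fits without a library. The test that moved these results most was fry, a rotation test without a background, which gave adjusted p = 0.0121 for the lysosomal list in TFE3 and 6.72e-08 for the ATAC list in YAP-TFE3. With the replicate block, where same-numbered libraries correlated at -0.0257 to 0.129, the YAP/TAZ list had a median of 0.35 (adjusted p = 5.14e-27) in TAZ-CAMTA1, 0.73 (adjusted p = 1.32e-09) in YAP-TFE3 and 0.27 (adjusted p = 2.00e-06) in CAMTA1. The lysosomal list had 1.04 (adjusted p = 5.28e-30) in YAP-TFE3 and 0.20 (adjusted p = 1.36e-22) in TFE3, and the ATAC list -0.25 (adjusted p = 0.0572) in YAP-TFE3.

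**Figure D5:**
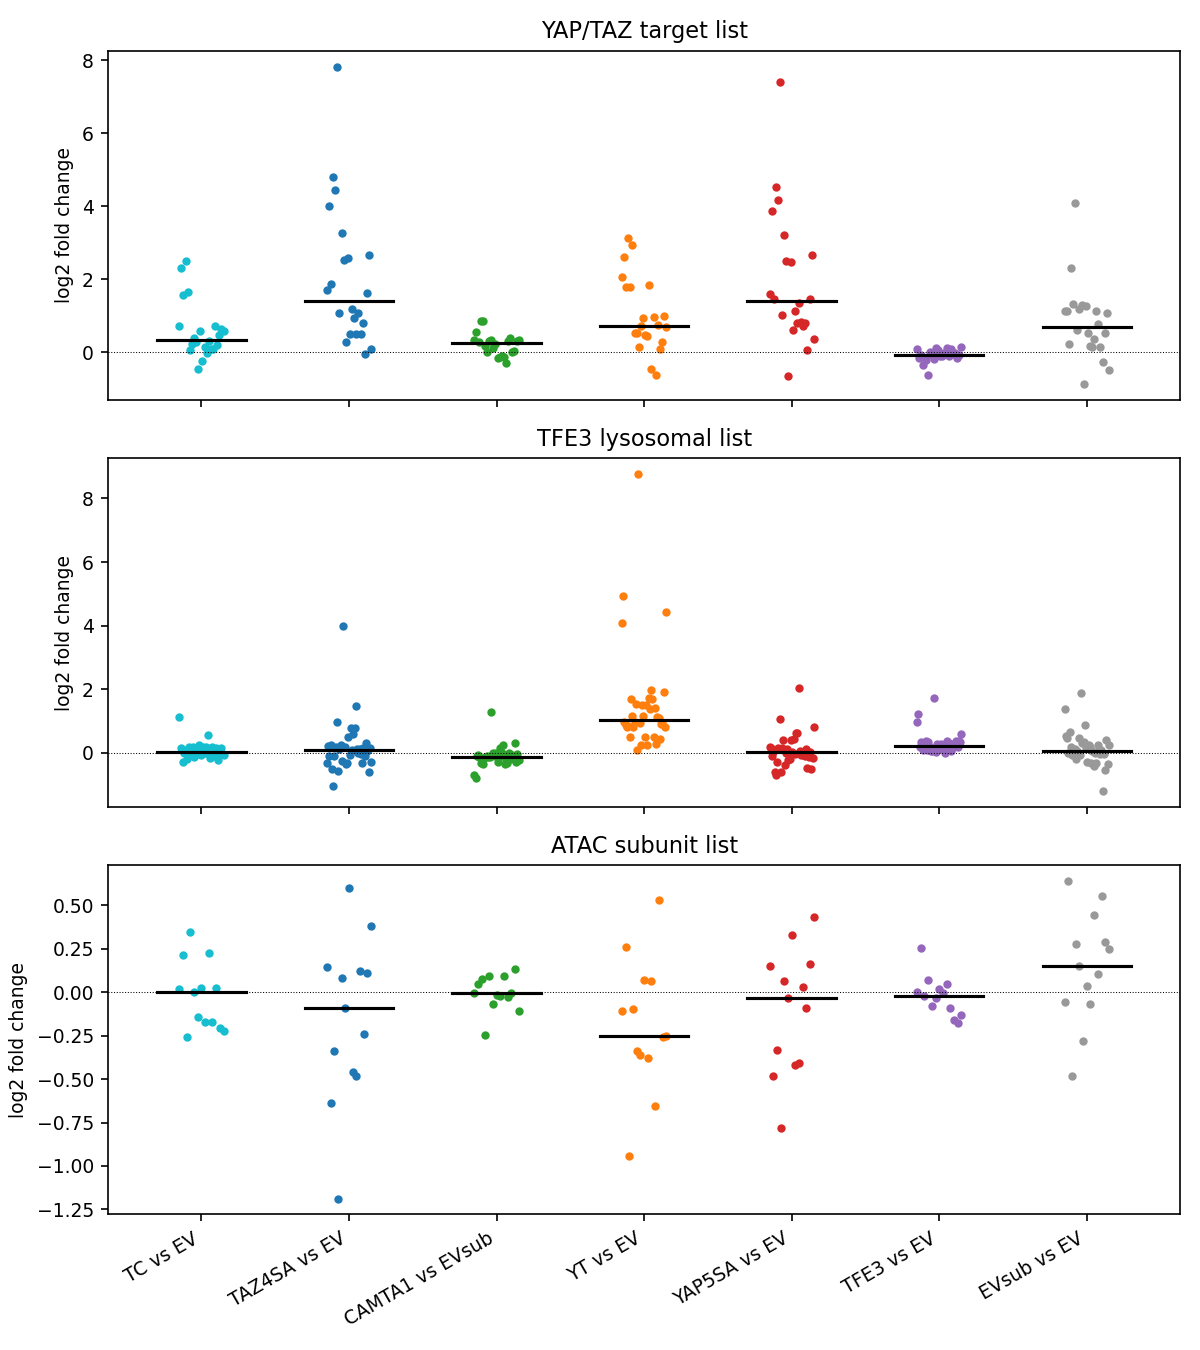
Log2 fold change of each gene (points) of the 3 gene lists in 7 comparisons with control, with the median as a bar. The lysosomal TFE3 targets lie above 0 in YAP-TFE3 for 38 of 38 genes, and the YAP/TAZ targets have medians of 0.35 in TAZ-CAMTA1 and 1.41 in the libraries labelled TAZ4SA.

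The 5 genes taken from those that the study followed by quantitative PCR were examined next. CCN1 was counted at 40.9 ± 4.44 CPM in EV, 129 ± 7.57 CPM in TAZ-CAMTA1, 142 ± 7.80 CPM in YAP-TFE3, 896 ± 18.2 CPM in the libraries labelled TAZ4SA and 734 ± 8.30 CPM in YAP5SA. It was lower in each fusion than in its parent, at log2 fold changes of -2.79 and -2.37. CCN2 followed the same order, with log2 fold changes against EV of 2.49 in TAZ-CAMTA1, 3.12 in YAP-TFE3, 4.80 in the libraries labelled TAZ4SA and 4.53 in YAP5SA. CCN1 and CCN2 were also called higher in EVsub than in EV (log2 fold changes 1.32 and 2.31) and in CAMTA1 than in EVsub (0.87 and 0.86). In the sub-confluent CAMTA1 libraries they stood at 188 ± 15.3 and 193 ± 15.7 CPM, above their means in both fusions, where CCN2 stood at 120 ± 5.40 CPM (TAZ-CAMTA1) and 186 ± 36.6 CPM (YAP-TFE3). In TAZ-CAMTA1, YAP-TFE3, the libraries labelled TAZ4SA and YAP5SA, AJUBA rose by log2 fold changes of 1.68, 2.49, 2.71 and 3.01. FBLN5 was higher in each fusion than in its parent, and higher in each parent than in EV (log2 fold changes 1.37 and 3.02). It stood at 21.8 ± 1.64 CPM in TAZ-CAMTA1 and 2.37 ± 0.400 CPM in the libraries labelled TAZ4SA (log2 fold change 3.20, SE 0.20, edgeR adjusted p = 5.45e-12), and at 79.1 ± 20.1 CPM in YAP-TFE3 and 7.45 ± 1.02 CPM in YAP5SA (log2 fold change 3.40, SE 0.18, edgeR adjusted p = 2.88e-13). Of the construct groups, MAP1A passed the threshold upward in CAMTA1 alone, at 126 ± 8.64 CPM against 20.2 ± 3.14 CPM (log2 fold change 2.64, SE 0.14, edgeR adjusted p = 2.31e-12), and fell in the libraries labelled TAZ4SA, YAP5SA and YAP-TFE3. Its fall in TAZ-CAMTA1 (log2 fold change -0.50, edgeR adjusted p = 0.0264) was lost in 3 of 6 fits without a library.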

Values the study reported

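In SW872 cells the study reported that 67% of TAZ-CAMTA1 genes were shared with TAZ4SA, 9% with CAMTA1, and that 31% belonged to the fusion alone. For YAP-TFE3 it reported that 53% of genes were shared with YAP5SA and 0.2% with TFE3, while 47% belonged to the fusion alone.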

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

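The tests in this part were chosen only after the results were seen.

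Among genes changed in both TAZ-CAMTA1 and the libraries labelled TAZ4SA, 255 moved in opposite directions against the same control, and all 255 were called in the direct test of one against the other. That direct test was nearly bound to call them, since they were picked for opposite changes. For the same reason the 237 of them (92.9%) whose replicates did not overlap in either comparison, where chance gives 10% for a single comparison, cannot tell whether single libraries produced the pattern. The share of shared genes moving the same way, 63.5%, could have moved under other processing. It was 62.4% with total-count scaling, 61.6% with the replicate block, 60.7% with DESeq2 and 57.3% without a filter beyond 1 count. It was 68.0% with GC and length offsets and 64.4% (697 of 1083 genes) with the block added to them. With the TFE3 libraries as control of TAZ-CAMTA1 it was 69.3%. Fits that each left out a library gave 60.9 to 71.4%. The GC offsets without the block, the TFE3 control and 5 of 15 such fits moved it above its 95% CI of 59.9 to 67.0%. Dropping the filter moved it below. Bias in GC content may therefore account for part of the opposite share, although the value with the block added stayed within the CI. A part due to a single library is not excluded. However, the 5 fits left out EV replicates 1, 2 and 3 and TAZ-CAMTA1 replicates 2 and 3, so the rise was not tied to 1 library. They were 5 of the 6 fits without an EV or TAZ-CAMTA1 library. The 15 fits also include those without a CAMTA1 or EVsub library, which enters neither comparison. Fewer genes were shared in fits without a library (385 without EV replicate 2, of which 275 moved the same way), and which of the 255 genes persisted was not tested. The share was 74.4% among the 215 shared genes with an absolute log2 change of at least 1 in TAZ-CAMTA1, and 95.2% among the 21 genes that passed a test against a log2 change of 1 in both. Opposite changes were thus less common among larger effects and were not confined to small ones. WWTR1 counts did not bear out the label of the libraries labelled TAZ4SA, although the paper reports the protein in SW872 cells by western blot. The last part gives counts that speak against a swap with another construct of the study and not against other errors of label. A biological difference between fusion and parent therefore remains a hypothesis.

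FBLN5 was higher in TAZ-CAMTA1 than in the libraries labelled TAZ4SA by a log2 fold change of 3.20, and higher in YAP-TFE3 than in YAP5SA by 3.40, each in the direct test. With GC and length offsets these were 3.29 and 3.43, and with total-count scaling 3.39 and 3.50. Their lowest values in fits without a library were 3.10 and 3.18. All stayed past the threshold. FBLN5 was also called higher in both parents than in EV, by log2 fold changes of 1.37 in the libraries labelled TAZ4SA and 3.02 in YAP5SA, so its rise is not confined to the fusions. It overlaps no other annotated gene. Counts were low in the parents, 51 to 73 per library labelled TAZ4SA and 138 to 213 per YAP5SA library, all above the floor of 3 counts. A property stronger in both fusions than in the hyperactive parents may underlie this, which is a hypothesis found and tested on the same data. The paper gives separate evidence on this gene. It lists FBLN5 among the genes most lowered by knock-down of YEATS2 or ZZZ3, subunits of the ATAC complex, in SW872 cells with the fusions. Quantitative PCR was also used there.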

How the results depend on the processing

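Over 52 results that answer a comparison, 528 of 698 values under other settings were classed as unchanged. For results other than counts of genes, these kept their direction and their side of the threshold, or stayed within the error of the reported value. Counts of genes were classed by their ratio to the reported count alone, so sizeable shifts passed as unchanged. For TAZ-CAMTA1, reported at 996 genes, 1367 without a filter beyond 1 count passed. The 1513 with the replicate block and GC and length offsets did not. For EVsub against EV, 5393 in a fit without a library passed against 7368. The cause of the changes below was not tested, except where a value is given for it. Of 980 values for single named genes under other settings, 958 were unchanged, 16 no longer passed the threshold and 6 reversed. The 16 came from 6 results in fits without a library.

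A test against an absolute log2 change of 1 moved each count of genes. It called 49 in TAZ-CAMTA1, 1506 in the libraries labelled TAZ4SA, 28 in CAMTA1, 1385 in YAP-TFE3, 1441 in YAP5SA, 0 in TFE3 (27 had an unadjusted p under 0.05) and 80 in EVsub against EV. Direct comparisons gave 1574 for TAZ-CAMTA1 against the libraries labelled TAZ4SA, 1788 for YAP-TFE3 against YAP5SA and 977 between the fusions. Under that test 42.9% of TAZ-CAMTA1 genes were shared with the libraries labelled TAZ4SA, 2.04% with CAMTA1 and 55.1% with neither, 95.2% of the shared genes moved the same way, and 77.8% of fusion-only genes differed directly. For YAP-TFE3 these shares were 31.7% with YAP5SA, 0% with TFE3 (0 of 1385 genes), 68.3% with neither, 92.9% and 58.6%.

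Without a filter beyond 1 count, CAMTA1 gave 652 genes and TFE3 40 (36 higher and 4 lower). Fits on the compared groups alone gave 662 for CAMTA1 and 2 for TFE3. They gave 8475 for YAP-TFE3 against YAP5SA and 6981 between the fusions, against 10485 and 8534 in the fit of all libraries. GC and length offsets gave 575 for CAMTA1 and 11 for TFE3 (10 higher and 1 lower). With the replicate block added they gave 1513 for TAZ-CAMTA1 and 676 for CAMTA1. Confluent EV as control of CAMTA1 gave 8696. DESeq2 gave 16 genes for TFE3 (12 higher and 4 lower), so the calls were not all higher in every setting.

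The shares without that filter were added after seeing the data. They were 12.1% of TAZ-CAMTA1 genes shared with CAMTA1, 57.3% of those shared with the libraries labelled TAZ4SA moving the same way, and for YAP-TFE3 49.3% shared with YAP5SA, 0.350% with TFE3, 50.6% with neither and 72.1% of fusion-only genes differing directly.

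DESeq2 moved the shares of TAZ-CAMTA1 genes to 66.6% with the libraries labelled TAZ4SA and 31.4% with neither parent, and the directly different fusion-only genes to 79.1%. For YAP-TFE3 it gave 51.1%, 48.8% and 74.4%. Counting only genes that changed the same way gave 44.6% for the libraries labelled TAZ4SA, 4.52% for CAMTA1 and 41.5% for YAP5SA. Total-count scaling gave 57.4% shared with YAP5SA, 42.6% with neither parent and 80.2% moving the same way. GC and length offsets gave 8.81% shared with CAMTA1, 68.0% of TAZ-CAMTA1 genes shared with the libraries labelled TAZ4SA moving the same way, 57.4% shared with YAP5SA and 42.6% with neither. With the replicate block added, the shares were 9.39% with CAMTA1, 58.5% with YAP5SA and 41.4% with neither. The TFE3 libraries as control of the fusions gave 69.3% and 81.0% moving the same way and 70.0% and 72.9% of fusion-only genes differing directly, for TAZ-CAMTA1 and YAP-TFE3.

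The ratio of distances of TAZ-CAMTA1, to EV over that to the libraries labelled TAZ4SA, was 0.398 with a larger set of variable genes and 0.494 with all tested genes. To EV over YAP-TFE3 it was 0.464 and 0.566. Each stayed under 1. YAP1 in YAP-TFE3 had a log2 fold change of 0.17 under total-count scaling and no longer passed the threshold (adjusted p = 0.205, against 0.0341 to 0.0416 with the other scalings, DESeq2 and the block, and at most 0.158 without a library). AJUBA in EVsub against EV reversed to -0.023 under total-count scaling, and neither value passed the threshold.

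The self-contained test fry moved the ATAC list past the threshold in the libraries labelled TAZ4SA (median -0.092, adjusted p = 0.000242), YAP-TFE3 (-0.25, 6.72e-08), YAP5SA (-0.030, 0.00433) and EVsub (0.15, 0.00192). It took the lysosomal list in CAMTA1 out (-0.14, 0.104). The ATAC list in TAZ-CAMTA1 reversed to -0.0070 with DESeq2 size factors, from a value near 0.

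In fits that each left out a library, gene counts ranged from 545 to 884 for TAZ-CAMTA1, 177 to 447 for CAMTA1 and 1 to 12 for TFE3. The shares of TAZ-CAMTA1 genes ranged from 64.8 to 74.5% with the libraries labelled TAZ4SA, 3.64 to 7.91% with CAMTA1 and 24.3 to 33.6% with neither, with 60.9 to 71.4% moving the same way and 76.1 to 93.8% of fusion-only genes differing directly. For YAP-TFE3 they were 46.5 to 56.3%, 0.0104 to 0.125%, 43.6 to 53.4%, 75.4 to 82.3% and 69.6 to 81.0%. The median of the ATAC list ranged over -0.054 to -0.017 in TAZ-CAMTA1, -0.015 to 0.018 in CAMTA1, -0.089 to 0.076 in YAP5SA and -0.281 to -0.174 in YAP-TFE3. The lysosomal list ranged over -0.013 to 0.095 in TAZ-CAMTA1, -0.00236 to 0.14184 in the libraries labelled TAZ4SA, -0.063 to 0.087 in YAP5SA and 0.00459 to 0.15449 in EVsub. The YAP/TAZ list in TFE3 ranged over -0.071 to -0.038. In CAMTA1 that list ranged over 0.150 to 0.350 and passed the threshold in each fit. Some of these fits moved a list past the threshold. They were the ATAC list in YAP-TFE3 without YAP-TFE3 replicate 1 (adjusted p = 0.0497) or 2 (0.0461), the lysosomal list without EV replicate 3 in TAZ-CAMTA1 (0.00925) and EVsub (0.0474), and the YAP/TAZ list in TFE3, where it was lower, without EV replicate 3 (0.0125) or TFE3 replicate 2 (0.0226). Log2 fold changes ranged over 0.193 to 0.341 for YAP1 in YAP-TFE3, and in EVsub over -0.0391 to 0.153 for AJUBA and -0.289 to 0.112 for FBLN5. Calls were lost in 4 of 6 of these fits for YAP1 in YAP-TFE3, and in some of them for YAP1 in the libraries labelled TAZ4SA, CCN2 in CAMTA1, MAP1A in TAZ-CAMTA1, and SLC9A3, RENBP and RRAGD in TFE3.

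Thinning each library to the smallest gave 895 genes for TAZ-CAMTA1, 309 for CAMTA1 and 6 for TFE3.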

Other observations

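The tests in this part were chosen only after the results were seen, except the count of other splits of the libraries.

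For each comparison the 6 libraries were split in each of 10 ways and tested on their own. Only the 4 splits that part all same-numbered pairs compare with the labelled one, and the other 6 part a single pair, so a share of such splits under 0.05 is out of reach and no comparison can be told apart from chance this way. In the 9 comparisons other than TFE3 against EV, 1 of 4 splits, the labelled one, gave as many genes, and no other split gave more than 1 gene. For TFE3 against EV 2 of 4 splits did, as the labelled split gave 2 genes and another gave 348. That split set EV replicate 1 with TFE3 replicates 2 and 3 against the other 3 libraries, so it follows neither the construct nor the replicate number. Its log2 change ranked with exon GC content across genes (Spearman's rho 0.521, genes not being independent replicates). With GC and length offsets it gave 0 genes, so GC content or length bias between libraries may account for it. Library size does not part the sides cleanly. Libraries on the first side held 26984451 to 30941622 counts. On the other, EV replicates 2 and 3 held 25200878 and 19700277, and TFE3 replicate 1 held 33384359. Both EV libraries there were smaller than every library of the first side, so a part due to size is not excluded. No library batch was recorded in the labels, and no biological explanation was tested. The other groups were not free of it. Within YAP5SA the rank correlation of a library's deviations with GC content ran from -0.340 to 0.499.

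GC content also differed with the groups. The log2 changes of EVsub against EV had a rank correlation of -0.424 with exon GC content, those of TAZ-CAMTA1 against EV -0.219, and those of the libraries labelled TAZ4SA against EV 0.274, of opposite sign. For TAZ-CAMTA1 against the libraries labelled TAZ4SA it was -0.335, and 80.4% of the genes called there were called again with GC and length offsets. For TAZ-CAMTA1 against EV 92.0% were. Such a bias does not produce most of the calls in these 2 comparisons, and may produce some of them. Of the 7368 genes of EVsub against EV, 4926 (66.9%) were called again, the lowest share of the 10 comparisons, so many of these calls depend on the handling of GC content and length. The offsets also remove any true change that follows GC content.

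TAZ-CAMTA1 genes were called in the libraries labelled TAZ4SA more often than tested genes at large, 70.2% against 49.2%. Tested genes matched on mean count were called in 54.2% of cases, so easier calls for well-counted genes may account for part of the excess and not for all of it. With the TFE3 libraries as control of TAZ-CAMTA1, which removes the shared EV libraries, the share was 69.1%. For YAP-TFE3 the matched share in YAP5SA was 46.9%, against 52.9%.

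TAZ-CAMTA1 resembled YAP-TFE3 more than its own parent. Of its 996 genes, 826 (82.9%) were called in YAP-TFE3, where 48.2% of tested genes were, and 94.2% of these moved the same way. Both shares are given with the shared EV control only, which can raise them. Across 19997 genes, which are not independent replicates, log2 fold changes correlated at 0.455 with YAP-TFE3, 0.330 with YAP5SA and 0.215 with the libraries labelled TAZ4SA. The libraries labelled TAZ4SA and YAP5SA correlated at 0.901. Set against the TFE3 libraries, TAZ-CAMTA1 correlated more with YAP-TFE3 than with the libraries labelled TAZ4SA by 0.0917. With GC and length offsets this lead was 0.205. The order therefore held in both settings, but the lead was smaller against the TFE3 libraries. The shared control may account for part of the lead. Against the TFE3 libraries the correlation with YAP-TFE3 was 0.275. The shared EV control may account for part of this fall, and so may the TFE3 libraries themselves, whose changes against EV correlated with those of YAP-TFE3 at 0.268. A programme common to the fusions is a candidate explanation, and it remains a hypothesis. Of the 282 genes changed in neither parent of TAZ-CAMTA1, 231 (81.9%) were called in YAP-TFE3, again with the shared EV control.

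The lysosomal targets of TFE3 were higher in TFE3 although 2 were called. None of 10000 random lists matched on mean count, GC content and exon length reached the median of the list, 0.20, and the highest reached 0.05 (one-sided permutation p = 1e-04, the smallest these draws can give). The lowest median in a fit without a library was 0.11. Neither matched properties nor a single library account for the shift, and a weak effect of TFE3 on these genes is a hypothesis that may explain it.

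WWTR1 was lower in the libraries labelled TAZ4SA than in EV. If transgene reads were added to a lowered endogenous transcript, WWTR1 would be high in these libraries against YAP5SA, where no TAZ construct was present. It was higher there by a log2 fold change of 0.97 (edgeR adjusted p = 2.08e-08), and 2.57% of tested genes were as high. YAP1 was lower in the same comparison by -1.32. YAP-TFE3 cells carry no TAZ construct either, and WWTR1 stood at 126 ± 3.18 CPM there. Against YAP-TFE3 the libraries labelled TAZ4SA did not differ past the threshold (log2 fold change 0.09, edgeR adjusted p = 0.324), and 41.6% of tested genes were as high. The 2 references disagree, so transgene reads over a lowered endogenous transcript are a hypothesis that these counts neither need nor exclude. Other counts of these libraries speak against a swap with another construct of the study. YAP1 stood at 101.2 ± 9.30 CPM in them (253 in YAP5SA), CAMTA1 at 24.5 ± 0.792 CPM (144 in TAZ-CAMTA1 and 124 in CAMTA1) and TFE3 at 174 ± 14.3 CPM (336 in TFE3 and 283 in YAP-TFE3), and a swap with EV is at odds with the 9848 genes that differed from it. A construct from outside the study was not tested.

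The YAP/TAZ targets were higher in CAMTA1 than in EVsub, and they were also higher in EVsub than in EV. If the CAMTA1 libraries came from sparser cultures, their genes would move as in EVsub against EV. Of the 366 CAMTA1 genes, 171 (46.7%) did, but noise of the EVsub libraries enters the 2 changes with opposite signs and lowers this share, so it cannot tell. CAMTA1 was therefore also compared with 2 EVsub libraries, and the density change was taken from the EVsub library left out. In the 3 fits 39.0% to 54.7% of called genes moved with density, and the correlation across tested genes ran from -0.0459 to 0.102. The slope on density outside the list gave -10.2% to 17.8% of the shift of the list, and noise in the left-out library lowers the size of this slope. The size of that loss was not measured, so the slope sets no upper limit. How much of the shift a lower density accounts for therefore stays open.

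The share of YAP-TFE3 genes also changed in TFE3 was 0.0726%. That is lower than the value quoted from the study above. With DESeq2 it was 0.149% (14 of 9422 genes), also lower, and without a filter beyond 1 count 0.350% (34 of 9715), which is higher, so the order depends on the setting.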
